A study of Mus musculus with 33 samples. Its data were reported in "Inflammation triggers immediate rather than progressive changes in monocyte differentiation in the small intestine" (2019).

How the data were processed

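Donor monocytes were sorted from recipient tissues 1 day after transfer, and 100 cells per library were lysed, reverse transcribed and pre-amplified with gene-specific primers before hybridisation to barcoded nCounter probes, per the methods of the study. The probes address fixed stretches of single transcripts, so no genome build or alignment is involved. Each gene is identified by its symbol and by the RefSeq transcript its probe targets, for example NM_013654.2 (positions 216 to 315) for Ccl7, NM_007482.3 (627 to 726) for Arg1, NM_008176.1 (561 to 660) for Cxcl1 and NM_021334.2 (328 to 427) for Itgax. Of the 72 gene names, 69 were matched by transcript and 3 by symbol. The table lists 67 panel genes and 5 house-keeping genes. For 8 panel genes and for Gusb and Hprt no value is given in any library, and Ccr8 and Cd163 have values in only 4 libraries. The remaining 57 panel genes, and Actb, Gapdh and Rpl19 as house-keeping genes, were measured in all 33 libraries.

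The deposited table of raw values holds counts of barcodes without further scaling in 15 of the 33 libraries. In the other 18 libraries it holds a signal, namely counts that the authors multiplied by a constant per lane, which reached 4. The reason for the multiplication is not stated. Division by the constant gave whole numbers for 100% of 1988 values within a tolerance of 0.002, and these recovered counts were used throughout. The deposited series matrix holds a score, which equals the values of the other table times 1 factor per lane. The log2 product of this factor and the house-keeping mean varied between lanes with an SD of 0.386, and with an SD of 0.098 once the positive control probes were multiplied in.

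Recovered counts were divided by a size factor proportional to the geometric mean of the house-keeping genes. They were then expressed as log2 of the normalised count plus a pseudocount of 1. A gene entered the tests when its count exceeded the mean plus 2 SD of the negative control probes in at least 2 libraries, which kept all 57 genes. This background lay between 16.7 and 65.2 counts. The choice of comparisons, tests, gene lists, filter and alternatives was made before the data were examined, except for the additions named in the closing section. An edgeR quasi-likelihood test on counts had been planned, with limma on log2 values as the fallback if the table was not made of raw counts. Because 18 libraries had been multiplied, the fallback was used, and the edgeR test on recovered counts became an alternative.

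Differences were tested with limma (version 3.58.1, lmFit and eBayes, two-sided) in R 4.3.3. A single fit with a mean for each of the 11 groups held all 33 libraries, so that groups of 1 to 5 libraries share an estimate of the spread. P-values were adjusted by the Benjamini-Hochberg method over the 57 genes of each comparison, with a threshold of 0.05. In all, 17 contrasts between groups and 2 F tests across 4 tissues were computed, and p-values were not adjusted across these 19 tests. The labels number the mice within each group, but do not say whether libraries with the same number from different tissues came from the same animal. P-values therefore measure the spread between libraries. Same-numbered libraries of some tissues varied together, with a mean correlation of 0.655 between spleen and BM of non-manipulated recipients and 0.780 in manipulated ones. Contrasts that combine tissues treat these libraries as independent, so their p-values may assume more replication than the mice give. Errors of differences are standard errors from this fit, and errors of levels are SDs.

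Of 14 gene lists, 10 had at least 3 measured members and were tested with fry, which asks whether the members of a list move, on balance, in 1 direction. These p-values were adjusted over the lists of a comparison. The lists were pro-inflammatory cytokines and effectors, chemokines, pattern recognition and innate signalling, regulatory and alternative activation, antigen presentation and costimulation, homing and adhesion, transcription factors, Ly6C-high monocyte markers, mature macrophage markers, and genes that the study names as higher in the inflamed intestine. Dendritic cell markers had 1 measured member, and markers of neutrophils, of lymphocytes and of epithelial and stromal cells had 0. Several genes belong to more than 1 list. Genes named in the text were taken by rule: up to 15 higher and 10 lower genes past the threshold by size of the change, up to 3 members of each list, and a fixed set of genes discussed in the study.

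Alternatives covered the scaling (TMM factors, total count, house-keeping genes without Actb or without Rpl19, series matrix values), the test (edgeR 4.0.16, DESeq2 1.42.0 with either kind of size factor, and, at an unadjusted and an adjusted threshold of 0.05, a test of log2 values called the methods' t-test here, which the methods state for means of groups, whereas for gene expression they name the software, log2 data and the cutoff but no test), the pseudocount (20), the filter (none, or a count of at least 100 in 3 libraries, which kept 56 genes), subtraction of background, a fit of the compared groups alone, the replicate number as a block, and leaving out each library in turn. The limma fit was tested on simulated data, in 100 data sets in which 12 of 57 genes were changed. Deviations of each library were drawn at random from all groups, so same-numbered libraries did not vary together and groups shared a common spread. The data were made on the log2 scale that limma uses. The shares therefore do not give the false share in the real data, and do not rank limma against edgeR. In the comparison of manipulated and non-manipulated small intestine limma found 64% of genes changed 4-fold and 81.3% of those changed 8-fold. Of its calls 4.14% were false, against 12.2% with edgeR in 20 data sets. In liver the shares found were 37.5% and 66.3%. The false share of limma differed between comparisons and reached 10.2% for spleen against primary monocytes. In BM for manipulation it was 6.89%, against 5.13% with edgeR. Replicate libraries were checked for duplicates, and none of the pairs within a group agreed within counting error. Repeated sorts from the same animal need not agree that closely, so the check cannot exclude them. Libraries 3 and 4 of manipulated small intestine were the most alike (r = 0.980), against r between 0.808 and 0.847 with the rest of their group. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.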

Results

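Transcripts of donor monocytes were counted by nCounter, a hybridisation assay in which each transcript is read as a barcode, in 33 libraries. Bone marrow monocytes of wild-type mice had been injected into recipients that lack Ccr2, and were recovered 1 day later. In manipulated recipients the small intestine had been handled surgically before the transfer, which inflames its wall, whereas non-manipulated recipients had no surgery. Per the methods of the study, manipulated mice were also anaesthetised and given Novalgin in the drinking water. The study reports that sham surgery did not inflame the gut, but no library came from sham-operated recipients. Inflammation therefore cannot be told apart from surgery or the drug in these comparisons. Non-manipulated recipients gave 4 libraries from small intestine and 3 each from liver, spleen and bone marrow (BM). Manipulated recipients gave 5 libraries from small intestine, 2 from liver and 3 each from spleen and BM. A further 4 libraries came from small intestine of non-manipulated recipients that had received monocytes of manipulated donors. Monocytes before transfer, called primary monocytes here, gave 2 libraries from non-manipulated donors and 1 from a manipulated donor.

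Total counts per library ranged from 1283497 to 1466732 in non-manipulated small intestine, from 1284791 to 1424781 in liver, from 1302393 to 1512869 in spleen and from 1144085 to 1494279 in BM. In manipulated recipients they ranged from 925869 to 1574105 in small intestine, from 1342165 to 1458379 in liver, from 1263421 to 1549969 in spleen and from 1270982 to 1478011 in BM. Totals lay between 653885 and 1452813 in the libraries from manipulated donors, at 1370866 and 1626501 in primary monocytes of non-manipulated donors, and at 1322652 in those of the manipulated donor. Counts follow PCR amplification, of 100 cells in the libraries of recovered monocytes, while the labels give no cell number for primary monocytes. Counts are therefore not independent molecules, and the spread between libraries rather than depth sets the precision. Levels are given as log2 normalised counts. In a principal component analysis of 57 genes, the components PC1 and PC2 held 43.2% and 25.2% of the variance. All 5 libraries of manipulated small intestine lay between -15.22 and -12.66 on PC1. Library 1 from a manipulated donor lay at -11.04, whereas the other 3 of its group lay between -1.78 and 1.73. Libraries numbered 2 of manipulated recipients stood apart on PC2, at 5.28 in liver, 5.99 in spleen and 2.40 in BM, whereas the other libraries of these groups lay between -10.87 and -7.24. In non-manipulated recipients libraries numbered 2 were also the highest of their groups on PC2, at 7.74 in liver, 8.94 in spleen and 8.62 in BM against 0.25 to 5.27 for the others, whereas in manipulated small intestine library 2 was the lowest, at -8.46. The labels do not say whether libraries of the same number share an animal or a day.

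**Figure D1:**
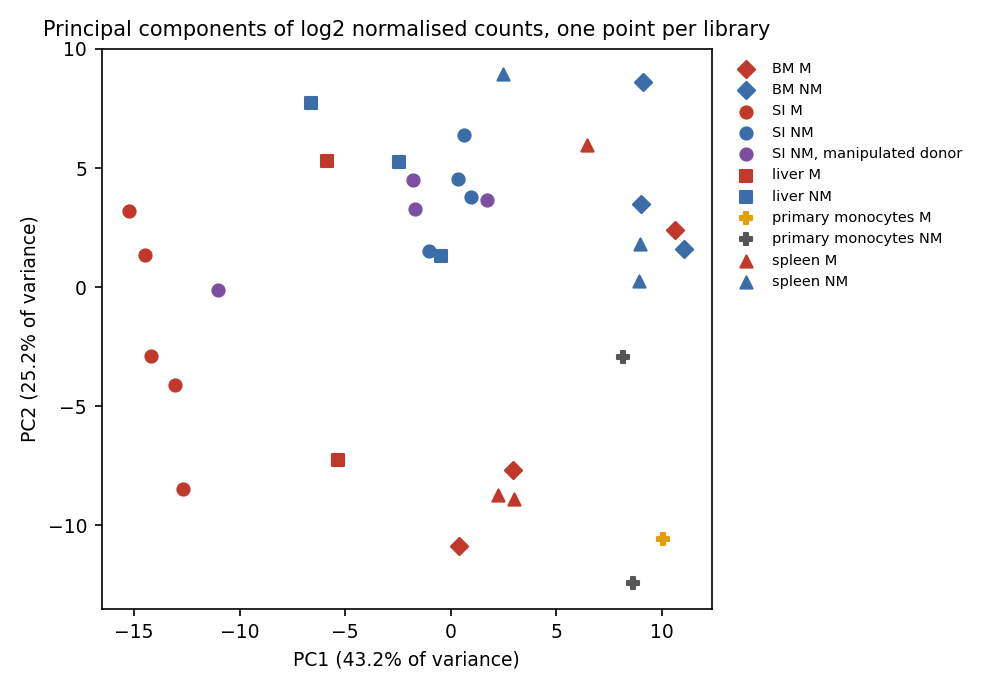
Principal component analysis of log2 normalised counts of 57 genes, with PC1 (43.2% of the variance) on the horizontal axis, PC2 (25.2%) on the vertical axis and 1 point per library coloured by group. The 5 libraries of manipulated small intestine lie at the left, between -15.22 and -12.66 on PC1, and library 1 from a manipulated donor lies at -11.04.

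The effect of an inflamed environment on incoming monocytes was addressed by comparing the small intestine of manipulated and non-manipulated recipients. Donor monocytes in manipulated small intestine (n = 5) held 200-fold more Ccl7 transcript than those in non-manipulated small intestine (n = 4), from 6.48 ± 0.33 (SD) to 14.12 ± 0.99. Ccl7 encodes a chemokine that attracts monocytes. Arg1, which encodes the arginine-degrading enzyme arginase 1, was 86.8-fold higher (log2 difference 6.44 ± 1.11, SE), and Il6, which encodes a pyrogenic cytokine, was 24.8-fold higher (4.63 ± 0.77). Cxcl1, a neutrophil attractant, rose 13.3-fold with the smallest adjusted p of the comparison (3.73 ± 0.45, adjusted p = 8.2e-07). In contrast, the fractalkine receptor Cx3cr1, a marker of mature intestinal macrophages, was 14.5-fold lower (-3.86 ± 0.91), and Itgax, which encodes CD11c, was lower by a log2 difference of -3.46 ± 0.82. For all 6 genes the libraries of the 2 groups did not overlap. In non-manipulated small intestine Ccl7 and Il6 averaged only 89.5 and 73.7 normalised counts, and Il23a, treated below, 84.6. The background of these libraries was 26.3 to 46.7 counts, so the folds of these genes start near the floor and are approximate. CD11c was among the surface markers by which these cells were sorted, so the level of Itgax is not independent of the sort.

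Of the 57 genes tested by limma, 19 passed the threshold, 11 higher and 8 lower in manipulated recipients. Of 5 pro-inflammatory cytokines and effectors, 4 rose, 0 fell and 1 did not pass, and 5 passed when adjusted over the list alone. Besides Il6 these were Il1a (3.92 ± 1.06), Il23a (3.84 ± 0.86), which encodes a subunit of IL-23, and Tnf (1.92 ± 0.53), while Il1b differed by 1.18 with an adjusted p of 0.105. The list as a whole moved up (fry, adjusted p = 1.4e-05). Of 7 chemokines, 3 rose (Ccl7, Cxcl1 and Ccl2, the last a ligand of Ccr2, by 2.64 ± 0.66) and 1 fell (Cxcl9, an interferon-induced chemokine, -3.86 ± 1.47), with 5 passing when adjusted over the list alone and an upward direction (adjusted p = 0.0019, 0.063 without Actb in the scaling). Of 8 regulatory and alternative activation genes, 2 rose, Arg1 and Il10 (1.88 ± 0.42), an anti-inflammatory cytokine, and 2 passed when adjusted over the list alone (upward, adjusted p = 0.021, 0.206 without Actb). Of 8 homing and adhesion genes, 0 rose and 4 fell, and 4 passed when adjusted over the list alone (downward, adjusted p = 0.0019). They were Cx3cr1, Itgax, Ccr2 (-2.24 ± 0.56), the receptor for monocyte egress from BM, and Itgb7 (-1.30 ± 0.45), which encodes β7-integrin.

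Apart from the genes named by the study, the remaining lists did not move in 1 direction past the threshold. Of 9 pattern recognition genes, Trem1, an amplifier of inflammatory signalling, rose (2.00 ± 0.67), and 0 passed when adjusted over the list alone (adjusted p = 0.171). Of 8 mature macrophage markers, 2 fell, Cx3cr1 and Csf1r (-1.35 ± 0.47), the receptor of the macrophage growth factor, and 3 passed when adjusted over the list alone (adjusted p = 0.063). The 9 transcription factors had an adjusted p of 0.063 as a list, and 0 passed when adjusted over the list alone. Of 4 Ly6C-high monocyte markers 1 fell, Ccr2, and 1 passed when adjusted over the list alone (adjusted p = 0.562, with a median of 0.35 against a mean of -0.13). Of 3 antigen presentation genes, the costimulatory ligand Cd80 rose (1.76 ± 0.48), and 2 passed when adjusted over the list alone (adjusted p = 0.369, with a median of 0.28 against a mean of -0.43). H2-Ab1, which encodes an MHCII chain, differed by -3.35 with an adjusted p of 0.0532. The dendritic cell marker Ccr7 differed by -0.37. Of the 6 genes that the study names as higher in the inflamed intestine, 5 rose and 5 passed when adjusted over the list alone (upward, adjusted p = 9.3e-06), which is not independent evidence because the study chose them on these samples. Card9, an adaptor of fungal recognition, fell as well (-1.01 ± 0.38).

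All 19 genes kept their direction within the pair of libraries per group deposited without a multiplier and within the pair deposited with one. They were called on these same libraries, so the kept direction is no independent support. Arg1 differed by 4.50 and 9.58 in these pairs, Ccl7 by 7.01 and 8.50, and Itgax by -4.94 and -1.49. The split of 11 higher and 8 lower genes became 11 and 12 without Actb in the scaling, 10 and 11 with the total count, and 14 and 2 with the series matrix values, scalings that moved the median of all genes by -0.21, -0.22 and 0.54. Leaving out 1 library at a time moved the difference of Arg1 between 51.2-fold (without library 3 of manipulated small intestine) and 131-fold (without library 5), and ended the calls of Trem1 (adjusted p up to 0.0905), Csf1r (0.101), Itgb7 (0.108), Card9 (0.119) and Cxcl9 (0.143, without library 4 of non-manipulated small intestine).

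**Figure D2:**
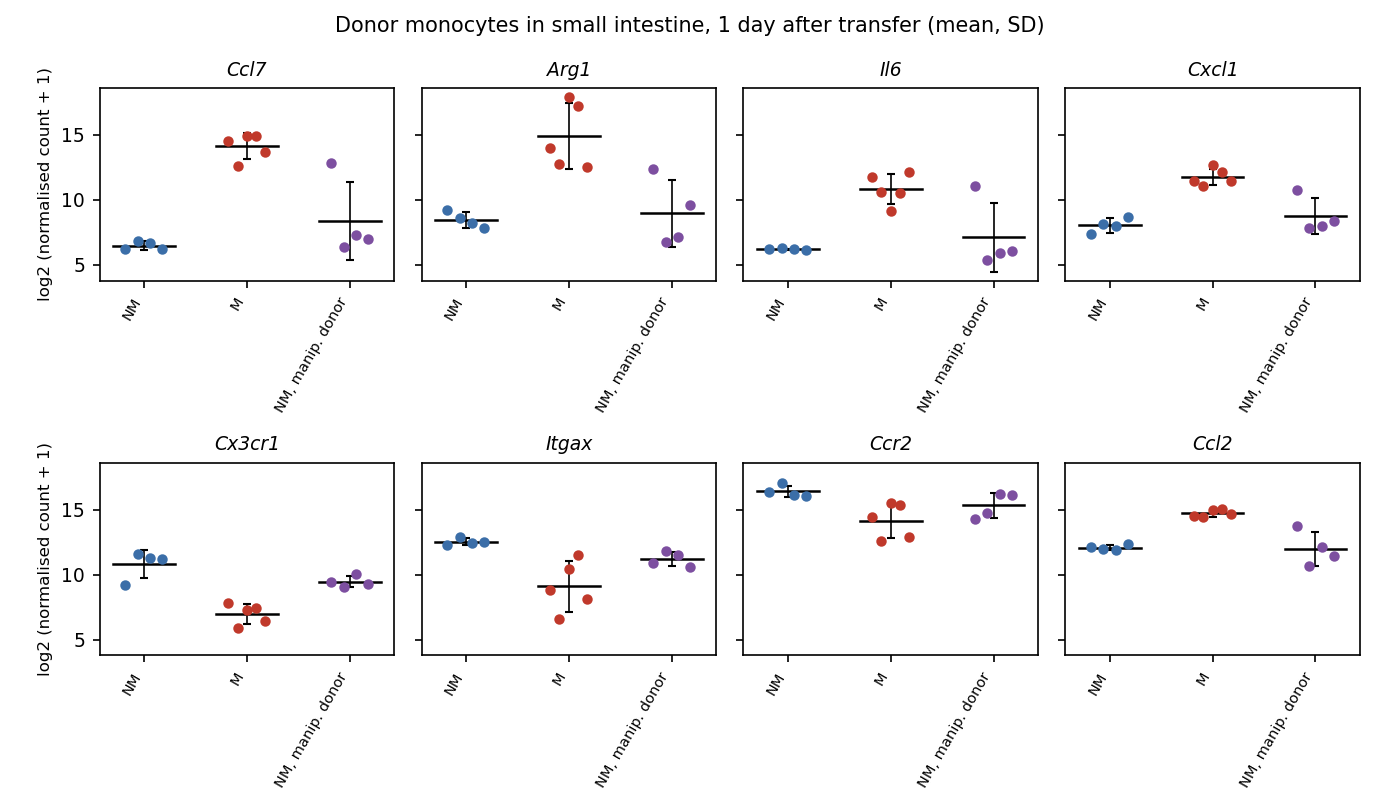
Levels of 8 genes in donor monocytes from the small intestine as log2 of the normalised count plus 1 (vertical axis), in non-manipulated recipients, manipulated recipients and non-manipulated recipients of monocytes from manipulated donors, with libraries as points and the mean and SD of each group as bars. Ccl7 has a mean of 6.48 in the 4 non-manipulated and of 14.12 in the 5 manipulated libraries, and in 1 of the 4 libraries from manipulated donors it reaches 12.87.

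Whether manipulation of the intestine reached monocytes in distant organs was addressed in liver, spleen and BM. In BM, Itgax was 14.2-fold lower in manipulated recipients (n = 3), at 7.09 ± 1.15 (SD), than in non-manipulated recipients (n = 3), at 10.93 ± 1.26, and it was the only one of 57 genes past the threshold (log2 difference -3.83 ± 0.99, adjusted p = 0.0413). Within the BM libraries deposited without and with a multiplier it differed by -3.82 (1 library against 1) and -3.84 (2 against 2). Itgax also lay lower in spleen (-3.28 ± 0.99, adjusted p = 0.111) and liver (-2.31 ± 1.11, adjusted p = 0.437), without passing the test. Cx3cr1 differed by -3.18 in BM, -3.52 in spleen and -2.23 in liver, and H2-Ab1 by -5.06, -2.87 and -3.82, none of which passed with limma, while edgeR called Cx3cr1 in BM (adjusted p = 0.0345). These differences lean on single libraries. In manipulated liver Cx3cr1 stood at 6.18 and 9.08 and H2-Ab1 at 9.51 and 14.99, and in manipulated BM H2-Ab1 ranged from 8.08 to 14.83. limma did not call the inflammatory genes that rose in the intestine in these organs, and Il1a, an alarmin, differed by 3.49 in BM (adjusted p = 0.117, 0.0255 with edgeR) and by 2.41 in spleen (adjusted p = 0.406). Its libraries spread widely, from 6.31 to 12.36 in manipulated BM and from 6.47 to 12.69 in non-manipulated spleen. In liver the smallest adjusted p of 0.245 belonged to Ccr7 (-2.42 ± 0.83), a receptor for migration to lymph nodes, and Il10 (-1.63 ± 0.57).

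In liver (n = 2 and 3) and spleen (n = 3 and 3) limma called 0 of 57 genes, with 6 genes in each at an unadjusted p under 0.05. edgeR called 0 in both, and DESeq2 called 2 in liver and 2 in spleen with the house-keeping size factors and 1 and 2 with its own. Of the lists, 0 of 10 moved in 1 direction in each of the 3 organs. Of 8 homing genes in BM 1 fell (Itgax), and 2 passed when adjusted over the list alone. The same list held 2 such genes in spleen (Itgax and Cx3cr1), where 0 passed over all genes. Of the 6 genes named by the study 0 passed in BM over all genes and 2 when adjusted over the list alone, which is not independent evidence. The same-numbered BM libraries of the 2 conditions varied together, and with the number as a block 0 genes passed in BM. The count of 1 in BM became 0 with TMM factors, the total count, the series matrix values, scaling without Rpl19, background subtracted or only the compared groups in the fit. It also became 0 without library 1 or 3 of either condition (adjusted p of Itgax up to 0.292, difference 8.63-fold without library 1 of non-manipulated BM), and 10 without library 2 of manipulated BM (Itgax 22.6-fold lower), while edgeR called 5 genes (Itgax, Cd14, Il1a, Tgfb1 and Cx3cr1). In liver it became 1 without library 3 of non-manipulated recipients, and in spleen 1 without library 2 of non-manipulated and 2 without library 2 of manipulated recipients.

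The difference between the small intestine and the distant organs was then tested itself, as the change with manipulation in small intestine minus the mean change in liver, spleen and BM. For 8 of 57 genes the change was larger in the intestine and for 0 it was smaller. The largest was that of Ccl7 (7.57 ± 1.67, adjusted p = 0.0018), and Arg1 (5.13 ± 1.38), Il6 (4.78 ± 0.96), Il23a (4.69 ± 1.07), Cxcl1 (3.61 ± 0.56, adjusted p = 5.8e-05), Ccl2 (2.62 ± 0.82), Il10 (2.58 ± 0.52) and Tnf (2.31 ± 0.65) followed. The lower levels of Itgax and Cx3cr1 were not shown to differ between the intestine and the other organs, with a difference of -0.88 for Cx3cr1 (adjusted p = 0.786). For Ccr2 it was -1.84 (adjusted p = 0.0907), for Itgb7 -1.27 (adjusted p = 0.169) and for Il1a 1.89 (adjusted p = 0.656).

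Of 5 pro-inflammatory cytokines, 3 changed more in the intestine (fry, upward, adjusted p = 0.0012), and so did 3 of 7 chemokines (adjusted p = 0.0012) and 2 of 8 regulatory genes (adjusted p = 0.027, 0.115 without Actb), with the same counts when adjusted over the list alone. Of the 6 genes named by the study, 4 did so (adjusted p = 0.0012, 4 when adjusted over the list alone, not independent evidence). The split of 8 and 0 became 8 and 1 with TMM factors and 6 and 2 with the total count. The call of Ccl2 ended without library 1 of manipulated liver (adjusted p = 0.0859), and without library 2 or 3 of non-manipulated small intestine, and the calls of Arg1, Ccl2 and Tnf ended without libraries 3 and 4 of manipulated small intestine together, whose positive controls were low.

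Adaptation to a healthy tissue was followed by comparing recovered cells of non-manipulated recipients with primary monocytes (n = 2). Small intestine and liver were treated with collagenase, while spleen and the BM that also gave the primary monocytes were not. Per the methods of the study, monocytes before transfer were enriched with magnetic beads, whereas recovered cells were sorted. Isolation therefore cannot be told apart from adaptation in these comparisons. CD11c was among the sorting markers in small intestine, so Itgax there is not independent of the sort. Itgax was the gene called in all 4 tissues. It rose from 4.90 ± 0.36 (SD) in primary monocytes to 12.55 ± 0.27 in small intestine (n = 4), 11.58 ± 0.65 in liver (n = 3), 12.87 ± 0.50 in spleen (n = 3) and 10.93 ± 1.26 in BM (n = 3), and 1 of the 2 primary libraries was above background. The IL-1 genes, which encode fever-inducing cytokines, rose in small intestine and liver, Il1b by 4.92 ± 0.72 and 5.08 ± 0.76 (SE) and Il1a by 6.95 ± 1.37 and 8.27 ± 1.45. Cd14, the co-receptor for bacterial lipopolysaccharide, rose by 2.32 ± 0.71 and 2.75 ± 0.75. Chil3, a chitinase-like protein abundant in Ly6C-high monocytes, fell in liver (-2.84 ± 0.63, adjusted p = 0.0021).

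In small intestine 5 genes passed, 4 higher and 1 lower, in liver 7, 6 higher and 1 lower, including Vegfa (4.28 ± 1.12), an angiogenic factor, and Il10 (4.91-fold), and in spleen and BM 1 each. In small intestine 8 of 10 lists moved in 1 direction (fry), among them pro-inflammatory cytokines (2 of 5 rose, upward, adjusted p = 0.0019, 2 when adjusted over the list alone) and antigen presentation (0 of 3 rose, upward, adjusted p = 0.0025, 2 when adjusted over the list alone). In liver 6 lists did, among them pro-inflammatory cytokines (2 of 5 rose, adjusted p = 0.00023, 2 when adjusted over the list alone) and Ly6C-high markers (1 of 4 fell, Chil3, adjusted p = 0.0026, 1 when adjusted over the list alone). In spleen and BM 0 lists did. H2-Ab1 lay higher by 4.64 in small intestine (adjusted p = 0.0810) and by 5.06 in BM (adjusted p = 0.187) without passing.

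The median of all genes lay above primary monocytes by 1.00 in small intestine and 0.94 in liver, and TMM factors moved it by -0.59 and -0.63, so changes are relative to these shifts. The split of 4 and 1 in small intestine became 5 and 0 without Actb, and that of 6 and 1 in liver became 4 and 3 with TMM factors and 6 and 2 with the total count. The counts rest on the primary libraries: without library 1 of these they were 13 in small intestine, 11 in liver, 7 in spleen and 5 in BM, and without library 2 they were 3 in small intestine and 4 in liver, where the calls of Vegfa, Cd14 and Il10 ended (adjusted p = 0.213, 0.175 and 0.110). Of the lists called in small intestine, 0 remained without library 2 of primary monocytes, and 4 lists were called with TMM factors. Without library 1 or 4 of small intestine the count of genes there was 3, and single libraries ended the call of Cd14 (adjusted p up to 0.480).

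Tissue differences within non-manipulated recipients were tested next. In both conditions the study had grouped small intestine with liver, apart from spleen and BM, on these samples. Contrasts between these pairs of tissues are therefore not independent evidence for that grouping. Monocytes in small intestine and liver (n = 4 and 3) held 83.9-fold more Il1a than those in spleen and BM (n = 3 and 3), by a log2 difference of 6.39 ± 0.89, and 16.4-fold more Il1b (4.03 ± 0.47, adjusted p = 3.4e-07). Vegfa was 27.4-fold higher (4.78 ± 0.69) and Cd14 7.81-fold higher (2.97 ± 0.46). Arg1 (2.81 ± 0.93), Il10 (2.64-fold) and the costimulatory ligand Cd86 (2.82-fold) were higher too. Itgb7 (-1.02 ± 0.38) and Nfkb1 (-0.83 ± 0.27), a subunit of NF-κB, were lower. Small intestine and liver were digested with collagenase, per the methods of the study, and spleen and BM were not.

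Of 57 genes 15 passed, 12 higher and 3 lower in small intestine and liver. Of 5 pro-inflammatory cytokines 2 rose (upward, adjusted p = 6.4e-05, 2 when adjusted over the list alone), of 8 regulatory genes 3 rose (adjusted p = 0.0013, 3 when adjusted over the list alone) and of 3 antigen presentation genes 1 rose (Cd86, adjusted p = 0.022, 0.106 without Actb, 1 when adjusted over the list alone). Of the 6 genes named by the study 4 rose (adjusted p = 0.00013, 4 when adjusted over the list alone, not independent evidence). An F test over the 4 tissues called 5 genes, Il1b, Il1a, Vegfa, Cd14 and Il10, a count that was 10 without library 3 of liver and 8 without library 2 of spleen, and Il10 was not called without library 2 of BM (adjusted p = 0.0676). limma called 0 of 57 genes between small intestine and liver (2 at an unadjusted p under 0.05, 1 with edgeR, 2 with either form of DESeq2), with Chil3 nearest (1.59 ± 0.53, adjusted p = 0.344), and 1 without library 3 of liver. Between spleen and BM limma called 0 (1 unadjusted, 0 with edgeR, 1 with either form of DESeq2, 0 with the number as a block).

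The difference of Il1a was 172-fold without library 2 of spleen, in which Il1a stood at 12.69. With the multiplier class as a block, 8 genes passed between the 2 pairs of tissues, and without library 2 of BM 8 did. The split of 12 and 3 was 10 and 1 without Actb and 12 and 1 with the total count, and single libraries ended the calls of Arg1 (adjusted p up to 0.108), Ccl2 (0.0796), Trem1 (0.103), Ccl22 (0.0813), Cebpb (0.233), Itgb7 (0.222) and Nfkb1 (0.0945).

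**Figure D3:**
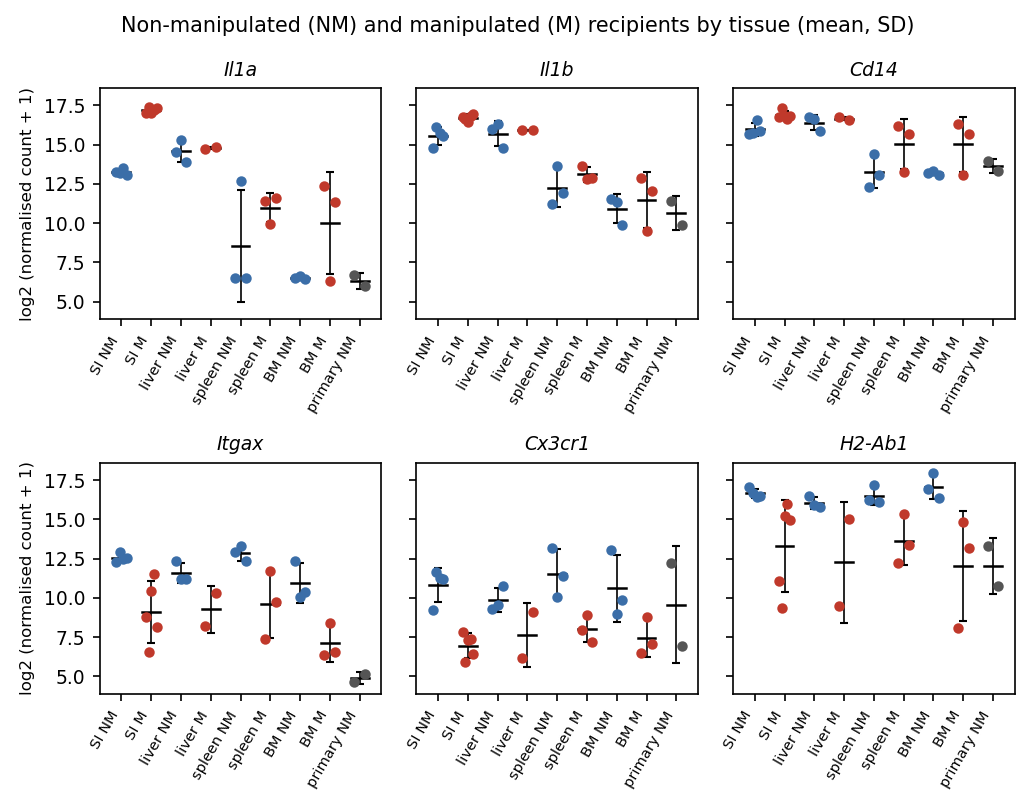
Levels of 6 genes as log2 of the normalised count plus 1 (vertical axis) in donor monocytes of the 4 tissues, with and without manipulation, and in primary monocytes of non-manipulated donors, with libraries as points and the mean and SD of each group as bars. In non-manipulated recipients Il1b averages 15.55 in small intestine and 15.70 in liver against 12.27 in spleen and 10.92 in BM.

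The same tissues were compared in manipulated recipients. Monocytes in small intestine and liver (n = 5 and 2) exceeded those in spleen and BM (n = 3 and 3) 63.6-fold in Arg1 (5.99 ± 0.97), 52.4-fold in Ccl7 (5.71 ± 1.18), 44.9-fold in Il1a (5.49 ± 0.93) and 16.6-fold in Il1b (4.05 ± 0.49, adjusted p = 7.3e-07). Small intestine exceeded liver in 5 genes, Il23a by 4.29 ± 1.07, Cxcl1 by 3.79 ± 0.56 (adjusted p = 2.9e-05), Il6 by 3.31 ± 0.96, Ccl2 by 2.76 ± 0.82 and Il10 by 2.76 ± 0.52.

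The contrast averages small intestine and liver, so a call does not show that liver alone lay higher. Il23a stood at 10.24 in small intestine and 5.95 in liver, against 5.61 in spleen and 5.87 in BM. Cxcl1 stood at 11.76 and 7.97, against 7.23 and 7.23. Il1b was high in both tissues, at 16.72 and 15.95, against 13.11 and 11.46. Of 57 genes 16 passed between the pairs of tissues, 16 higher and 0 lower in the mean of small intestine and liver, where the median of all genes lay 0.45 higher. They included 5 of 5 pro-inflammatory cytokines (upward, adjusted p = 1.3e-07), 3 of 7 chemokines (adjusted p = 7.7e-05), 3 of 9 pattern recognition genes (Cd14, Trem1 and Nod2, a sensor of bacterial cell walls, adjusted p = 0.014), 3 of 8 regulatory genes (adjusted p = 3.9e-07) and 2 of 3 antigen presentation genes (Cd80 and Cd86, adjusted p = 7.7e-05), with the same counts when adjusted over the list alone. All 6 genes named by the study rose (6 when adjusted over the list alone, adjusted p = 5.3e-07, not independent evidence). The F test over the 4 tissues called 16 genes, with Cxcl1 at the smallest adjusted p of 3.0e-08. Between small intestine and liver 2 of 5 cytokines rose (3 when adjusted over the list alone, adjusted p = 0.0025) and 2 of 7 chemokines (3 when adjusted over the list alone, adjusted p = 0.0033). Between spleen and BM limma called 0 genes (2 unadjusted, 0 with edgeR, 1 with either form of DESeq2, 0 with the number as a block).

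The split of 16 and 0 became 14 and 9 with TMM factors, which moved the median by -0.50, and 15 and 2 with the total count, and without library 2 of liver the calls of Il23a, Trem1, Cd86 and Nod2 ended (adjusted p between 0.0516 and 0.0706). The 5 genes between small intestine and liver became 3 without library 5 of small intestine and 2 without library 1 of liver, where Il23a (adjusted p = 0.181), Il6 (0.326) and Ccl2 (0.628) were lost and 0 lists were called. Leaving out single libraries moved the difference of Ccl7 between the pairs of tissues from 27.5-fold (without library 2 of liver) to 99.7-fold (without library 1 of liver), and that of Il1a from 23.7-fold (without library 2 of BM) to 67.5-fold (without library 1 of BM).

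Whether inflammation in the donor leaves a mark was addressed with monocytes of manipulated donors in the small intestine of non-manipulated recipients. Compared with monocytes of non-manipulated donors (n = 4), those of manipulated donors (n = 4) came nearest to the threshold in 5 genes with an adjusted p of 0.519, among them Tnf (1.49 ± 0.55), Cd80 (1.27 ± 0.50) and Il23a (1.91 ± 0.91). Set against monocytes of non-manipulated donors in manipulated recipients (n = 5), they held 61.1-fold less Arg1 (-5.93 ± 1.11), 53.3-fold less Ccl7 (-5.74 ± 1.35), 13.3-fold less Il6 (-3.73 ± 0.77), 8.16-fold less Cxcl1 (-3.03 ± 0.45, adjusted p = 3.1e-05) and 6.58-fold less Ccl2 (-2.72 ± 0.66). Cx3cr1 (2.50, adjusted p = 0.104) and Itgax (2.11, adjusted p = 0.119) lay higher without passing. Library 1 from manipulated donors stood apart, with Ccl7 at 12.87, Il6 at 11.04 and Il23a at 10.84 against means of 6.90, 5.79 and 7.47 in the other 3. The difference of Il23a between the donors thus rests in part on that library.

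Between the donors limma called 0 of 57 genes (5 at an unadjusted p under 0.05, 1 with edgeR, 3 and 4 with DESeq2), and 0 of 10 lists moved in 1 direction. Against manipulated recipients 5 genes passed, 0 higher and 5 lower. Of 7 chemokines 3 fell (downward, adjusted p = 0.0069, 0.118 without Actb, 3 when adjusted over the list alone), of 5 cytokines 1 fell (Il6, adjusted p = 0.0069, 1 when adjusted over the list alone), of 8 regulatory genes 1 fell (Arg1, adjusted p = 0.019, 0.196 without Actb, 1 when adjusted over the list alone), and of the 6 genes named by the study 3 fell (adjusted p = 0.00031, 5 when adjusted over the list alone, not independent evidence). Without library 1 from manipulated donors the counts were 0 and 8, and the folds against manipulated recipients were 133 for Arg1, 150 for Ccl7, 13.1 for Cxcl1 and 9.89 for Ccl2, with a log2 difference of -5.05 for Il6. Without library 3 of manipulated small intestine that of Arg1 was 36.0, and without library 2 from manipulated donors that of Ccl7 was 33.6. With the multiplier class as a block 3 genes passed in the second comparison, edgeR called 2, and TMM factors gave 1 higher and 5 lower genes.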

Values the study reported

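The study selected 67 genes for this assay and left out 10 of them because they were barely detected in any sample. For the small intestine it reported 21 genes that differed between manipulated and non-manipulated recipients at day 1, against 19 at day 2 and 10 at day 5, each at a p-value cutoff of 0.05.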

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

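The tests of the 3 patterns weighed here, on library 1 from a manipulated donor, on 3 genes in the distant organs and on 3 genes across tissues, were chosen after the results were seen, whereas the comparisons of single libraries and the test of the difference between tissues were planned.

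In groups of 4 or 5 libraries, 8 of 143 combinations of gene and group held a library far from the others, where chance gives about 1 in 20, and 2 of the 8 were in library 1 from a manipulated donor. That library held Ccl7 at 12.87 and Il6 at 11.04. In non-manipulated small intestine, Chil3 stood at 17.15 in library 1, Stat6 at 14.13 in library 2 and Retnla at 12.85 in library 4. In manipulated small intestine, Ccr9 stood at 8.35 in library 1, and Cd14 at 17.35 and Csf1r at 12.26 in library 2.

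The change with manipulation differed between small intestine and the mean of liver, spleen and BM, by a limma test of the difference itself, for Ccl7 (7.57), Arg1 (5.13), Il6 (4.78), Il23a (4.69), Cxcl1 (3.61), Ccl2 (2.62), Il10 (2.58) and Tnf (2.31). Outside the 57 genes, Ccr8 has counts in only 4 libraries, all above the background of the negative control probes: 71 against 54.0 and 47 against 39.5 in primary monocytes of non-manipulated donors, 60 against 34.2 in those of the manipulated donor, and 31 against 20.1 in library 4 from manipulated donors.

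Library 1 from a manipulated donor held more Ccl7 (by 5.97), Il6 (5.25), Arg1 (4.51), Il1a (3.24) and Cxcl1 (2.73) than the mean of the other 3 libraries of its group, and less H2-Ab1 (-3.85). The scaling of the library is argued against as the whole cause, because the median difference over all genes was 0.246. Its distance from the mean of manipulated small intestine, as the root mean square over genes, was 0.823, whereas the 5 libraries of that group lay between 1.08 and 1.60 from the mean of their other members, and the other 3 of its own group lay between 2.04 and 2.47 from it. A wrong label, with the library belonging to a manipulated recipient, therefore stays open as a candidate explanation, although its Cx3cr1, at 9.42, was near the mean of its own group's other libraries (9.47) and above the highest library of manipulated small intestine (7.79). A response of this recipient's intestine to the transfer, or of its donor's monocytes to manipulation, also stays open and was not tested. The study describes monocytes of inflamed donors in healthy recipients as taking on the healthy phenotype. That statement names a phenotype rather than transcript levels. Transcripts of Ccl7, Il6, Arg1, Il1a, Cxcl1 and H2-Ab1 in this library differed from the rest of its group, whereas Cx3cr1 did not.

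Itgax, Cx3cr1 and H2-Ab1 lay lower in the 3 distant organs when recipients had been manipulated, where limma called only Itgax in BM and edgeR also Cx3cr1 in BM. The house-keeping scaling is argued against as the whole cause, with -2.65 as the mean difference over the 3 organs nearest 0 among the 3 genes and 5 other scalings. The same numbers occur in both conditions. Same-numbered libraries varied together across conditions, with a mean correlation of 0.567 in BM and 0.510 in spleen. A difference between days marked by the number would cancel in same-numbered differences, but the labels do not say what the number stands for. The 24 of 24 lower differences between same-numbered libraries decide nothing for genes chosen for being lower, and 8 of 57 genes were lower in all 8 pairs. Other differences between the mice of both conditions cannot be told apart from manipulation. In a comparison added afterwards, and restricted to organs present in both conditions once its first values had been seen, distant organs were averaged per mouse number (n = 3 and 3, with number 3 from spleen and BM alone), and limma called 0 genes (5 at an unadjusted p under 0.05), with Itgax at -3.29 ± 0.80 and an adjusted p of 0.251. With the number as a block it called 0 genes as well (14 unadjusted), the adjusted p of Itgax was 0.115, and a lower level of these genes in distant organs remains a hypothesis that did not pass correction.

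Il1a, Il1b and Cd14 were higher in small intestine and liver than in spleen and BM of non-manipulated recipients. The house-keeping scaling is argued against as the cause, since the difference nearest 0 over the 3 genes and 5 other scalings was 2.77. Enzyme digestion and tissue cannot be told apart, because the means of both digested tissues lay above those of both undigested ones, by at least 2.72 in each of the 3 genes, and no tissue was prepared in both ways. A response to the tissue itself stays open and was not tested.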

How the results depend on the processing

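The scaling without Rpl19, the multiplier class as a block, and the fit without the 2 libraries of small intestine with low positive controls were chosen after seeing the data. The cause was not tested for any of these counts, except that fits with fewer libraries estimate the spread from fewer values.

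Of the single genes named in the text, taken over all alternatives, 16714 results stayed on their side of the threshold. A further 311 passed it only under the alternative, 249 no longer passed it, and 0 were counted as reversed. Results that passed in neither fit could still change sign, as Cx3cr1 did in small intestine against primary monocytes (1.25 with limma, -0.18 with edgeR). The first number therefore does not give the share of calls that were kept. The filter without a threshold removed no gene and is no test, and the pseudocount of 20 and the strict filter moved 0 of the counts by more than 1.5 times. In manipulated against non-manipulated small intestine the count of 19 stayed within 1.5 times of that number under each alternative, with 24 by the methods' t-test at an unadjusted threshold. So did the count of 8 for the difference between tissues, which was 7 without the 2 libraries with low positive controls, with 5 of the 8 genes among them. Scalings moved the median of all genes by between -0.63 (liver against primary monocytes, TMM factors) and 0.63 (donors in small intestine, series matrix values).

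In BM of manipulated against non-manipulated recipients, the count of 1 became 0 with TMM factors, with the total count, with the series matrix values, without Rpl19, with background subtracted, with only the groups compared, with the replicate block, and with the methods' t-test adjusted by Benjamini-Hochberg. It became 5 with edgeR, 6 with DESeq2 and house-keeping size factors, 6 with DESeq2 and median-of-ratios size factors, and 4 with the methods' t-test unadjusted.

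With DESeq2 and house-keeping size factors, the counts were 2 in liver and 2 in spleen for manipulation. Against primary monocytes they were 10 for small intestine, 17 for liver, 7 for spleen and 4 for BM. In non-manipulated recipients they were 10 for the F test over tissues, 2 for small intestine against liver and 1 for spleen against BM, and in manipulated recipients 8 and 1 for the last pairs. For monocytes of manipulated donors they were 3 against those of other donors and 10 against manipulated small intestine. With median-of-ratios size factors the numbers in the same order were 1, 2, 11, 17, 6, 4, 11, 2, 1, 8, 1, 4 and 9, and in manipulated recipients the F test gave 27 and small intestine and liver against spleen and BM gave 26. With the methods' t-test unadjusted, they were 1 in liver, 4 in spleen, 14, 5 and 5 for small intestine, spleen and BM against primary monocytes, 12 for the F test, 2 for small intestine against liver and 1 for spleen against BM in non-manipulated recipients, 12 for small intestine against liver in manipulated recipients, and 5 and 15 for the 2 comparisons of manipulated donors. With that test adjusted they were 2 for liver and 0 for BM against primary monocytes and 1 for manipulated donors against manipulated small intestine.

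With edgeR on recovered counts, the F test in non-manipulated recipients gave 10 genes, small intestine against liver gave 1 in non-manipulated and 3 in manipulated recipients, and manipulated donors gave 1 and 2. With the total count the F test gave 9 and small intestine against liver in manipulated recipients 3, and with the series matrix values the latter gave 2. With background subtracted, liver against primary monocytes gave 11, and with only the groups compared, BM against primary monocytes gave 3. With the replicate block, spleen gave 3 and BM 2 against primary monocytes, and the F test in non-manipulated recipients gave 8. With the multiplier class as a block, small intestine and liver against spleen and BM in non-manipulated recipients gave 8, and manipulated donors against manipulated small intestine gave 3. Without the 2 libraries with low positive controls the latter gave 11, and the calls of Arg1, Ccl2 and Tnf in the difference between tissues ended.

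Of the 10 gene lists, the number with a direction past the threshold in manipulated against non-manipulated small intestine fell from 5 to 3 without Actb, where chemokines (adjusted p = 0.063) and regulatory genes (adjusted p = 0.206) no longer passed, and that of small intestine and liver against spleen and BM in non-manipulated recipients was 3 without Actb and 3 with the replicate block. For small intestine against primary monocytes it was 4 with TMM factors and 5 with the replicate block, and for manipulated donors against manipulated small intestine 2 without Actb.

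Leaving out each library in turn gave, as lowest and highest counts of genes and then of lists, 14 to 19 and 4 to 5 in small intestine for manipulation, 0 to 1 and 0 to 1 in liver, 0 to 2 and 0 to 0 in spleen, 0 to 10 and 0 to 0 in BM, and 7 to 9 and 3 to 4 for the difference between tissues. Against primary monocytes the ranges were 3 to 13 and 0 to 9 for small intestine, 4 to 11 and 3 to 8 for liver, 1 to 7 and 0 to 3 for spleen, and 1 to 5 and 0 to 3 for BM. The lists were 0 for small intestine and 3 for liver without library 2 of primary monocytes, and 5 for small intestine without its library 4. In non-manipulated recipients the ranges were 4 to 10 for the F test, 0 to 1 and 0 to 1 for small intestine against liver, 8 to 14 and 3 to 6 for both against spleen and BM (3 lists without library 1 of liver or library 1 or 3 of spleen), and 0 to 0 and 0 to 0 for spleen against BM. In manipulated recipients they were 13 to 18, 2 to 5 and 0 to 4 (0 lists without library 1 of liver), 12 to 18 and 5 to 7, and 0 to 0 and 0 to 0. For manipulated donors they were 0 to 0 and 0 to 1 (1 list without library 2 of the donors) and 5 to 8 and 2 to 5 (2 lists without that library). Where this left 1 library in a group, as in manipulated liver and primary monocytes, that library is assumed to vary like the other groups.

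Totals per library were 653885 to 1626501 counts against a background of 16.7 to 65.2 per gene, so counting error is small beside the spread between libraries, and the smallest chi-square per degree of freedom between replicates was 606. In simulated data limma found 22.8% of the genes changed 2-fold in small intestine for manipulation and 64% of those changed 4-fold, and in liver 37.5% of the latter.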

Other observations

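The comparison of distant organs averaged per mouse number was chosen after the results were seen, and was restricted to organs present in both conditions after its own first values were seen, so that number 3 averages spleen and BM alone. The other tests here were planned.

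Monocytes of the manipulated donor before transfer (n = 1) belong to no comparison. They lay outside the range of the 2 libraries of non-manipulated donors for 29 of 57 genes, but by more than 1 log2 unit only for Tlr1, at 9.28 against 11.29 and 10.33. The 2 libraries of non-manipulated donors differed from each other by more than 2 log2 units in 12 genes. Among the house-keeping genes, Rpl19 ranged from 909 to 19057 counts over the 33 libraries, with an SD of 1.05 (log2) within groups, whereas the ranges were 3.20-fold for Actb and 2.98-fold for Gapdh. Relative to the other house-keeping genes, the mean of Rpl19 was higher and that of Actb lower in manipulated recipients in each tissue. In small intestine Rpl19 went from -5.54 ± 0.24 (SD) to -4.78 ± 0.17 and Actb from 3.35 ± 0.23 to 2.71 ± 0.10. In BM Rpl19 went from -5.57 ± 1.67 to -4.54 ± 1.31. The house-keeping scaling is therefore not independent of manipulation. Cd163 was at background in the 4 libraries that have a value.

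Other splits of the same libraries into groups of the same sizes were counted. For manipulated against non-manipulated small intestine, 1 of 100 splits, the real one, gave 19 genes, and the highest of the others gave 14, so chance is excluded at a share of 0.05. The same holds for small intestine and liver against spleen and BM in non-manipulated recipients. There 1 of 100 splits gave 15 genes and the highest other gave 6. The study had reported this pairing of tissues from the same samples, and the splits do not allow for that choice. For the F test over these tissues 4 of 100 splits gave at least 5 genes and the highest other gave 6, above the real count. A share that close to 0.05 does not firmly exclude chance. Splits also treat libraries as interchangeable, although some same-numbered ones varied together. For manipulated donors against manipulated small intestine 6 of 100 splits gave at least 5 genes and the highest gave 8, with libraries 3 and 4 of manipulated recipients placed beside libraries 2, 3 and 4 from manipulated donors, so chance is not excluded.

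A count of 0 is reached by every split, which was the case in 35 of 35 splits for small intestine against liver in non-manipulated recipients (highest other 0, 2 genes at an unadjusted p under 0.05 with limma and 1 called by edgeR) and in 35 of 35 for the donors in non-manipulated small intestine (highest other 0, 5 unadjusted with limma and 1 called by edgeR). In 5 comparisons the 10 splits are too few for a share under 0.05. In BM for manipulation the real value was 1 and the highest other 4, in a split that kept the libraries numbered 1 together, and 2 of 10 splits gave at least 1 gene. In spleen for manipulation limma called 0 genes (6 unadjusted, 0 with edgeR) and the highest other split gave 2. For spleen against BM it called 0 in non-manipulated recipients (1 unadjusted, 0 with edgeR, highest other 0) and 0 in manipulated recipients (2 unadjusted, 0 with edgeR, highest other 4), and for the distant organs averaged per mouse number 0 (5 unadjusted, edgeR not run, highest other 0), with 10 of 10 splits reaching the real value in each.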
